A study of Homo sapiens with 3 samples. Its data were reported in "ARID2 Deficiency Enhances Tumor Progression via ERBB3 Signaling in TFE3-Rearranged Renal Cell Carcinoma" (2024).

How the data were processed

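Chromatin immunoprecipitation sequencing (ChIP-seq) was carried out in HK-2 cells, an established line of human renal proximal tubule cells, that carried a doxycycline-inducible HA-tagged PRCC-TFE3 fusion. All cells were treated with 0.2 µg/mL doxycycline for 24 h. Chromatin was cross-linked, digested with micrococcal nuclease, and precipitated through the HA tag. The samples comprised 2 HA-PRCC-TFE3 ChIP libraries, called replicate 1 and replicate 2 after their labels, and 1 input DNA library. Groups were taken from the sample labels alone. Uninduced cells and a precipitation without the tag were not analysed here, so input DNA was the only background.

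The authors deposited peak lists that were called for each sample separately, not on pooled samples. Each ChIP sample had a list in the narrowPeak layout of MACS and a list in BED form, and input DNA had a BED list. The methods of the study name MACS, as implemented in Strand NGS, with input DNA as the comparison, and do not state the aligner, the handling of duplicates or the genome build for ChIP-seq. In the deposited narrowPeak lists each peak carried a fold enrichment ratio at its summit, a −log10 p and −log10 q value, a score that was 10 times the −log10 q value, and the position of the summit. The lowest −log10 q values were 1.31 in replicate 1 and 1.35 in replicate 2, which corresponds to a cutoff at q = 0.05. The methods describe a stringent cutoff on the p-value for binding sites, whose printed form is ambiguous, and which list the study drew its sites from is not stated. The peak numbers therefore describe the deposited lists and not the binding sites as the study defined them. Among BED peaks of replicate 1 with 38 to 42 ChIP tags, the median fold enrichment of the matched narrowPeak peaks was 20.3 where no input tag was present and 17.4 where 3 input tags were present, so the deposited fold values varied with the input at equal ChIP counts.

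The deposited BED lists had the column order of a HOMER findPeaks table, with a header whose names were displaced, so the columns were read by position and checked against their values. HOMER is not named in the labels or the methods. In the authors' BED lists each ChIP peak carried a score, a count of tags, a signal in tags per 10000000 tags of the library, a signal of scaled input tags, a fold ratio over input and over the local background, the matching p-values, and a focus fraction that was not used here. Per-peak values were used only to describe, rank or filter peaks within their list. Tag counts and input tag counts at the peaks were the exception and were treated as counts.

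Library totals were recovered as the sum of tag counts divided by the sum of the scaled signal. Input tags per peak were recovered from the tag count and the fold over input, because that quotient took whole multiples of the value of 1 input tag, with a smaller constant in place of 0 tags. Of the values, 100% in replicate 1 and 99.997% in replicate 2 came out whole. The 2 lists gave input totals of 21698029 and 21692577 tags. Of the 115 input peaks with a signal under 10 tags per 10000000, 100% also came out whole at the mean of these totals. Intervals on shares of tags are 95% Wilson intervals and cover counting error only.

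The genome build was judged before coordinates were used. On 16 chromosomes, chromosome M included, narrowPeak peaks ended beyond the end of the hg38 sequence. For example, the last peak on chromosome 1 ended at 249228915, whereas that chromosome ends at 248956422 in hg38. Of the replicate 1 summits, 7.21% lay within 1000 bp of an hg38 transcription start site of a protein-coding gene, compared with 6.06% to 6.98% when the summits were moved in steps of 10 kb up to 500 kb in either direction. For replicate 2 the share was 7.77%, compared with 6.28% to 7.33%. The lists were therefore not on hg38, and no coordinates were converted. Coordinates are given as deposited, in a build that is not named. Promoter shares, E-box motifs, the *ERBB3* promoter and the gene lists that had been planned need an annotation of the same build and were not analysed here. For the same reason, the rule for naming genes could be applied only to positions: the 5 shared regions with the highest lower-of-both fold enrichment on chromosomes 1 to 22 and X that overlapped no input peak.

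The narrowPeak lists were the main lists. Peaks of both replicates that overlapped by at least 1 bp were merged into union regions, and a region with a peak of each replicate was called shared. The number of shared regions was compared with a one-sided circular shift test, in which replicate 2 peaks were moved by a random offset on each chromosome in 1000 draws. The same test was applied to overlap with input peaks. Recovery was the share of the peaks of a replicate that overlapped the other replicate. Fold enrichment was compared across shared regions with Spearman's rho, with an interval from 1000 bootstrap draws over chromosomes. Tag counts of BED peaks matched by position were compared with a binomial model in which the replicates shared a common split of tags, among peaks with at least 50 tags in both replicates together. Whether that split differed between chromosomes was tested by permuting chromosome names over peaks in 10000 draws. Relations across chromosomes were tested with 100000 two-sided permutations and Benjamini-Hochberg adjustment over 6 relations. GC content was that of whole hg38 chromosomes.

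The alternatives were a stricter threshold of q below 1e-05, the BED lists, equal numbers of peaks, reciprocal overlap of 50%, summits within 100 bp, regions that overlapped no input peak, chromosomes 1 to 22 and X only, −log10 p in place of fold enrichment, and leaving out each replicate. These choices and the tests of the peak lists were fixed before the data were examined. The comparisons of tag counts, input tags and chromosomes, and the 100 draws used in circular shift tests of alternatives, were set afterwards. To gauge the effect of the shared input on agreement, the replicate 2 tags were shuffled over matched BED peaks 100 times with the input tags left in place. The split of tags over chromosomes was also tested with names permuted within 20 classes of total tags.

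The procedures were tested on simulated data. A simulated overlap of 0.4 of 109143 peaks, with copied peaks moved by less than their width, was recovered as 0.399. The circular shift test gave p at or below 0.05 in a share of 0.05 of 100 simulations without sharing, on 3427 peaks. The lists without sharing were themselves made by circular shifts. That rate therefore checks the computation and not whether such shifts suit real peaks. Simulated input tags were recovered exactly at all of 84248 peaks, and counting noise alone gave a dispersion of 0.996 over 15854 peaks. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and sequence matches used blastn 2.17.0.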

Results

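To determine where the PRCC-TFE3 fusion protein occupied the genome, HA-PRCC-TFE3 ChIP-seq was performed in doxycycline-treated HK-2 cells. PRCC-TFE3 joins part of PRCC to the transcription factor TFE3 and occurs in TFE3-rearranged renal cell carcinoma. The data comprised 2 ChIP replicates and 1 input DNA library from these cells. The library totals, which were estimated from the deposited lists, were 12235754 tags for replicate 1, 7418533 tags for replicate 2 and 21695303 tags for input DNA. Each library gave a single value for each measurement below, so differences between the ChIP libraries are differences between 2 replicates of the same group.

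The first question was how many sites each library gave. The narrowPeak lists held 109205 peaks in replicate 1 and 81300 peaks in replicate 2. Their median widths were 280 bp and 284 bp, and their median fold enrichments, as given by the authors' peak caller, were 7.49 and 7.32. The BED lists held 84248 and 63535 peaks of fixed width, 208 bp in replicate 1 and 212 bp in replicate 2. In contrast, the input DNA list held 286 peaks. These are the numbers in the deposited lists, which extend to q = 0.05 in narrowPeak form, and not those of a stricter set of binding sites. When only peaks with q below 1e-05 were kept, 90012 peaks remained in replicate 1 and 63574 in replicate 2.

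Next, the tags within the peaks were examined. BED peaks of replicate 1 contained 1817993 tags, or 14.86% of that library (95% Wilson interval, 14.84% to 14.88%). Those of replicate 2 contained 1031007 tags, or 13.90% (13.87% to 13.92%). These windows covered 17.5 Mb in replicate 1 and 13.5 Mb in replicate 2, and they were chosen for their tag number in the same libraries. The same windows contained 0.340% of input tags for the replicate 1 list (0.337% to 0.342%) and 0.257% for the replicate 2 list (0.254% to 0.259%). The median number of ChIP tags per BED peak was 17 in replicate 1 and 13 in replicate 2. Limiting the windows to those that overlapped a narrowPeak peak moved the shares most, to 14.7% and 13.6%.

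To assess how far the replicates gave the same sites, peaks of both were merged into 117702 union regions. Of these, 70426 (59.8%) were shared. Circular shifts of the replicate 2 peaks gave a mean of 2140 shared regions and a maximum of 4294. The observed number was 32.9 times the mean by chance (one-sided permutation p = 0.001, the smallest that 1000 draws can give). The alternative that moved the number most was the BED lists, with 55655 shared regions. Across replicate 1 peaks that overlapped a replicate 2 peak, the median distance between summits was 31 bp, and 91.5% of the distances were within 100 bp.

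Recovery differed between the directions. Of the replicate 1 peaks, 65.3% overlapped a replicate 2 peak (95% Wilson interval, 65.0% to 65.6%). Of the replicate 2 peaks, 88.5% overlapped a replicate 1 peak (88.3% to 88.7%). With equal numbers of peaks, 81300 in each list, these shares were 78.7% and 79.9%. Recovery increased with fold enrichment. In the lowest decile of fold enrichment, 20.6% of replicate 1 peaks (19.8% to 21.3%) and 57.9% of replicate 2 peaks (56.8% to 58.9%) were recovered. In decile 5 the shares were 62.1% and 92.7%, and in decile 10 they were 100% in both directions.

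**Figure D1:**
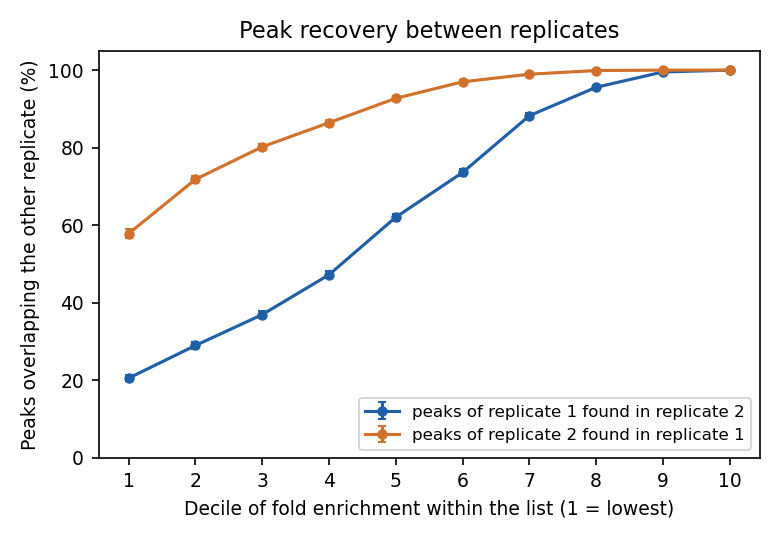
Share of narrowPeak peaks (%) that overlapped a peak of the other replicate by at least 1 bp, by decile of fold enrichment within the list, for replicate 1 (blue) and replicate 2 (orange). Points are shares and bars are 95% Wilson intervals, which are mostly smaller than the points; recovery was 20.6% and 57.9% in the lowest decile and 100% in decile 10.

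Fold enrichment was then compared across the 70426 shared regions, which are not independent replicates. Spearman's rho was 0.782 (95% chromosome bootstrap interval, 0.769 to 0.794), and it was 0.851 with the BED lists. Both replicates were set against the same input library, which can raise such a correlation by itself. A total of 55643 BED peaks could be matched between the replicates. When the replicate 2 tags were shuffled over these peaks and the input was left in place, rho of the BED fold still averaged 0.528 over 100 shuffles. Without the input, the tag counts of the matched peaks had a Spearman's rho of 0.794 (0.779 to 0.808). Among the 52747 of them with a matched narrowPeak peak in both replicates, rho of the narrowPeak fold was 0.791. Among the 23978 of these that had 0 input tags it was 0.814, so it was not lower where the input was held at 0 tags. In contrast, rho of the BED fold was 0.852 over all matched peaks and 0.819 among the 24731 with 0 input tags. Among 15952 matched peaks with at least 50 tags in total, the chi-square per degree of freedom around a common split was 0.942 (95% bootstrap interval, 0.922 to 0.962). Peak by peak, the replicates thus differed by less than counting noise alone would give, and the value was 0.858 (0.798 to 0.917) among the 1530 peaks with at least 100 tags. Counts that saturate because only 1 tag per position is kept would also give values under 1. Such a value is therefore no measure of how well the precipitations agreed. The split was not the same on all chromosomes, however. Replicate 2 contributed 40.2% of the tags in these peaks, compared with 37.7% of the tags of both libraries, and its share ranged from 38.9% to 41.6% across chromosomes 1 to 22 and X. This heterogeneity was larger than in any of 10000 permutations of the 24 chromosome names over peaks (chi-square 180.4, highest by chance 54.9, permutation p = 0.0001, the smallest they can give). The libraries were not identical beyond their depth and were kept as 2 replicates, as labelled. The paper calls them biological replicates. Whether they came from separate precipitations was not tested here, and the values for recovery and agreement are limited to these libraries.

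Input DNA was used as the background. Of the 109205 replicate 1 peaks, 34 (0.0311%) overlapped an input peak, compared with a mean of 7.90 by circular shifts. For replicate 2, 41 of 81300 peaks (0.0504%) did so, compared with a mean of 6.09. Both numbers exceeded all 1000 shifts (one-sided permutation p = 0.001, the smallest they can give). The peaks that overlapped input had median fold enrichments of 2.17 and 2.52, whereas the other peaks had medians of 7.49 and 7.34. The fold values depend on this same input, so lower values at input peaks follow in part by construction. Together, the replicates overlapped 43 of the 286 input peaks (15.04%; 95% Wilson interval, 11.4% to 19.6%).

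Input tags at ChIP peaks were sparse. The lowest fold over input in the BED lists was 4.05 in replicate 1 and 4.02 in replicate 2. Windows with more input relative to ChIP were thus absent from the lists, and low input at the peaks is in part a result of that selection. The mean was 0.874 input tags per BED peak in the replicate 1 list and 0.876 in the replicate 2 list, and 46.1% and 46.9% of the peaks had 0 input tags. The mean differed between chromosomes by more than the counting error. It was highest on chromosome 20, at 1.37 input tags per peak averaged over both lists, and lowest on chromosome 13, at 0.440. The median chromosome had 0.867. Because both lists were set against the same input library, their similarity is not replication of the input.

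**Figure D2:**
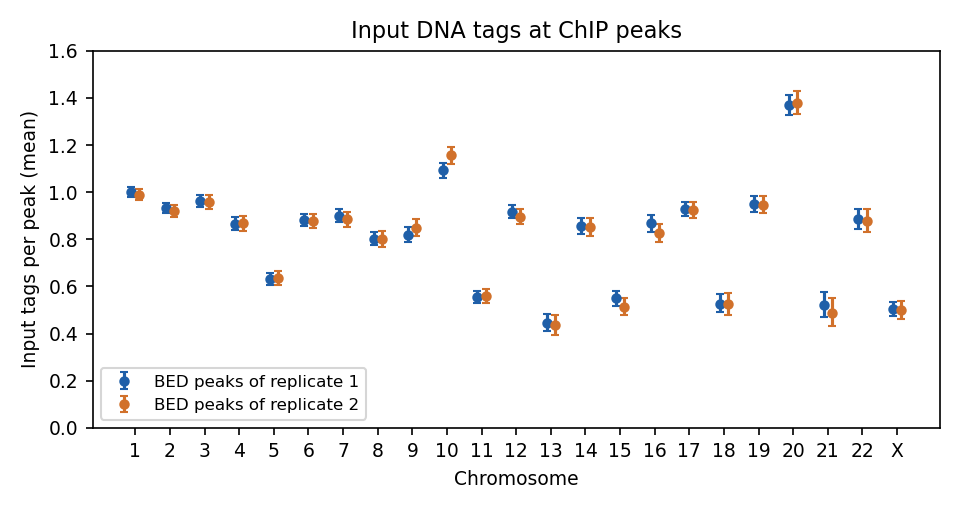
Mean number of input DNA tags per BED peak on each chromosome, at the peaks of replicate 1 (blue) and replicate 2 (orange), all from the same input library. Bars are 95% exact Poisson intervals; chromosome 20 lies highest, and chromosomes 11, 13, 15, 18, 21 and X lie lowest, at up to 0.557 averaged over both lists.

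To compare the peak callers, both lists of each sample were overlapped. Of the narrowPeak peaks, 74.6% in replicate 1 and 74.9% in replicate 2 overlapped a BED peak of the same sample. Conversely, 97.4% and 96.3% of the BED peaks overlapped a narrowPeak peak. With reciprocal overlap of 50%, the first pair of shares was 54.5% and 56.1% and the second pair was 70.7% and 71.8%. When all 4 lists were merged, 54418 of 120413 regions (45.2%) were present in each of them, and 26536 (22.04%) were present in 1 list only.

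Finally, the strongest shared regions that overlapped no input peak were identified. Their positions are in the build of the deposited lists, which is not named and is not hg38, and their annotation was not analysed here. The strongest was on chromosome 1 from 564340 to 570422, with fold enrichments of 74.6 in replicate 1 and 105.4 in replicate 2. It was followed by a region on chromosome 11 from 10529308 to 10531909, with fold enrichments of 60.4 and 63.7. The next was on chromosome 13 from 110076353 to 110076818, with values of 55.4 and 74.5. The remaining ones were neighbours on chromosome 5, from 134259326 to 134260521 with fold enrichments of 47.9 and 50.5, and from 134262006 to 134264183 with values of 46.4 and 47.5. Fold enrichment alone does not mark these regions as sites of PRCC-TFE3. Tags of mitochondrial origin may contribute to the region on chromosome 1, and the other regions were not searched for a mitochondrial match. The study also asked whether PRCC-TFE3 occupied the *ERBB3* promoter. Occupancy of that promoter was not analysed here, because no annotation in the build of the lists was used.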

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

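The settings for tags in peaks, for the agreement of tag counts, for dispersion, for input tags and their relation with local ChIP tags, and for the overlap of both lists of a sample were chosen after the data were examined. The others were fixed before. Of 59 alternative values, 35 stayed within the limits set for each kind of result and 24 moved, and none changed direction or lost significance. Counts of peaks and regions were allowed a factor of 1.5. Overlap with input peaks, which had a test, was held to its direction and significance alone, as was the relation of input tags with local ChIP tags. Other shares and correlations were held to their intervals, and ratios of input tags to the spread between both lists. The numbers of peaks and of shared regions stayed within that factor under all of their alternatives, from 55655 to 70396 for shared regions. Each of these exceeded all 100 circular shifts. The overlap with input peaks stayed above chance under stricter definitions, but it was smaller than the intervals of the main shares allow. In replicate 1 it fell from 0.0311% to 0.0174% with reciprocal overlap of 50% and to 0.0192% with summits within 100 bp. In replicate 2 it fell from 0.0504% to 0.0308% and 0.0320%. The number of input peaks overlapped ranged from 33 to 40 when either replicate was left out, against 43 with both.

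Recovery left its interval under all of its alternatives. With q below 1e-05 in both lists, 64.2% of replicate 1 peaks and 91.6% of replicate 2 peaks were recovered. The BED lists gave 66.1% and 87.6%. Equal numbers of peaks gave 78.7% and 79.9%, by construction, since the longer list lost its weakest peaks. Reciprocal overlap of 50% gave 60.2% and 80.8%, and summits within 100 bp gave 59.7% and 80.2%, since both are stricter definitions of overlap. The difference between the directions thus followed the length of the lists.

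Agreement of fold enrichment was 0.851 with the BED lists. The input shared by both replicates enters that fold, and rho averaged 0.528 with shuffled tags. Over matched peaks, rho was 0.852 for the BED fold and 0.791 for the narrowPeak fold. Among those with 0 input tags these values were 0.819 and 0.814. Most of the difference between the lists was thus absent where the input was held at 0 tags, and what remains was not tested. Agreement in the narrowPeak lists stayed within its interval with −log10 p, without regions that overlapped input peaks and on chromosomes 1 to 22 and X. The dispersion between replicates was 0.917 among peaks with at least 70 tags, and a simulation of saturation among the other observations bears on it. Restricting BED peaks to those that overlapped a narrowPeak peak lowered the share of tags to 14.7% and 13.6%, by construction. Reciprocal overlap of 50% lowered the share of narrowPeak peaks found in the BED list to 54.5% and 56.1%, and the share of BED peaks found in the narrowPeak list to 70.7% and 71.8%. In percentage points these were the widest moves of any share, from 97.4% and 96.3% in the case of the BED peaks. The BED peaks had a fixed width, whereas the narrowPeak widths varied.

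The alternatives set in advance for promoter shares, E-box motifs, the *ERBB3* promoter and the gene lists were not run, because they need an annotation in the build of the lists. No paired analysis was possible because the input DNA label carries no replicate number. Recovery was lowest among weak peaks, but whether depth set it was not tested decile by decile. In the lowest decile, 57.9% of replicate 2 peaks were found in the deeper replicate 1. With 7418533 tags in replicate 2, a replicate 1 peak that its list did not hold cannot be taken as absent there.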

Other observations

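All tests in this part were chosen after the results were seen. The design holds a single ChIP group, so no biological difference between groups was tested.

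The longer peak list of replicate 1 was compared with its depth. Replicate 2 had 0.606 times as many tags. When the scores of the 84248 BED peaks of replicate 1 were thinned to that depth and held to the lowest score of the replicate 2 list, which was 8, 66015 peaks were expected to pass. Replicate 2 held 63535. The replicate 1 list held no score below 10, so weaker sites that could still pass a cutoff of 8 were left out. The 66015 expected peaks are therefore a lower bound. A difference in depth may account for part of the difference in number, at the most for the larger part, and what remains was not tested.

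The number of input tags per peak differed 3.12-fold between chromosomes 20 and 13. Several sources were weighed. Giving each decile of ChIP tags equal weight left chromosome 13 at 0.477 of the median chromosome, compared with 0.508 before, which argues against a different strength of its peaks. GC content had a weak relation with input tags (Pearson's r = 0.380, permutation p = 0.0744; Spearman's rho = 0.416, permutation p = 0.0494, adjusted p = 0.0494), and r was 0.263 without the 2 chromosomes farthest from the median. The number of tags around the ChIP peaks, which comes from other libraries, followed the input more closely. For replicate 1, Spearman's rho was 0.909 (permutation p = 1e-05, adjusted p = 3e-05) and Pearson's r was 0.945 (permutation p = 1e-05), or 0.918 without the 2 farthest chromosomes. For replicate 2, Spearman's rho was 0.903 (permutation p = 1e-05, adjusted p = 3e-05) and Pearson's r was 0.925 (permutation p = 1e-05), or 0.895 without the 2 farthest. The p-values of 1e-05 are the smallest the permutations can give. After GC content was taken out of both measures, the rank correlation was 0.913, which argues against GC content as the whole cause. Some chromosomes lay apart at low values, so the relation was also computed within groups. With a chosen limit of 0.7 of the median chromosome, Spearman's rho was 0.943 among the 6 chromosomes below it (exact permutation p = 0.017) and 0.777 among the other 17 (permutation p = 0.0004). The widest gap below the median lay higher, between 0.633 and 0.801 input tags per peak, which moved chromosome 5 to the low group. Split there, rho was 0.964 among 7 chromosomes (exact permutation p = 0.0028) and 0.732 among the other 16 (permutation p = 0.0016). Input tags at peaks with lower and with higher coordinates on each chromosome, split at the median peak of replicate 1, were also related (Spearman's rho = 0.660, permutation p = 0.0009, adjusted p = 0.00112; Pearson's r = 0.794, permutation p = 1e-05, and 0.713 without the 2 farthest chromosomes). A candidate explanation is the chromosome copy number of this cell line. Copy number was not measured here, and chromatin or mappability that acts on both kinds of library alike stays open. The number of narrowPeak peaks per Mb also followed input tags per peak (Spearman's rho = 0.820, permutation p = 3e-05, adjusted p = 6e-05; Pearson's r = 0.647, permutation p = 0.0009, and 0.59996 without the 2 farthest chromosomes). Peak numbers per chromosome may thus depend in part on the same property.

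Input tags also fell with the strength of the ChIP peak. In replicate 1 the lowest decile of ChIP tags had 0.982 input tags per peak (95% exact Poisson interval, 0.961 to 1.004), and the highest had 0.566 (0.550 to 0.582). In replicate 2 these values were 1.01 and 0.692, and the value in decile 9 was lower, at 0.656. The tags around the peaks went the other way, from a median of 1.06 to 2.46 in replicate 1. The mix of chromosomes is an unlikely source, since the median ratio of the highest to the lowest decile within chromosomes was 0.464 and the ratio was below 1 on 23 of 23 chromosomes, and on 21 of 23 in replicate 2. Over all peaks of replicate 1 the ratio was 0.576, and it was 0.515 among peaks with at most 4 input tags that overlapped no input peak. In replicate 2 the ratio moved more between these settings, from 0.687 to 0.541, and its median within chromosomes was 0.558. The ratio was thus below 1 in each setting, but its size depended on the setting. Loss of open DNA during nuclease digestion was not tested and stays open.

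The tags of the replicates differed by less than counting noise alone would give, with a chi-square per degree of freedom of 0.942 and an interval of 0.922 to 0.962 that excludes 1. Plain resampling of a single library is argued against by the differences between chromosomes. Within 20 classes of total tags, which holds the number of tags per peak nearly fixed, the chi-square over chromosomes was 167.9, against at most 49.0 in 10000 permutations (permutation p = 0.0001, the smallest they can give). The paper describes the ChIP-seq results as those of 2 biological replicates. The tag counts alone leave open a single library that was amplified or sequenced again with another bias. If a caller keeps only 1 tag per position, the counts saturate and vary less. The observed value was 0.940 (95% bootstrap interval, 0.914 to 0.966) among peaks with 50 to under 70 tags, 0.913 (0.879 to 0.9497) with 70 to under 100 tags, and 0.858 (0.798 to 0.917) with at least 100 tags. A simulation with 1 tag per position and strand gave 0.934, 0.898 and 0.858. Over all classes it gave 0.915, which is below the interval of the observed 0.942, so the simulation matches the classes better than the whole. The replicate 2 share of tags also rose over these classes, at 39.5%, 40.4% and 41.9%. Each observed class value lay below the 0.942 over all classes, so this trend raised the value around a common split. By how much was not tested. The fall with tag number is consistent with saturation, but the intervals of the lowest and highest classes still overlapped and the handling of duplicates is not stated, so it stays open. Because saturation lowers the spread, a value under 1 is no measure of how well the precipitations agreed. Across chromosomes, the replicate 2 share followed GC content (Spearman's rho = 0.742, permutation p = 0.0001, adjusted p = 0.0001; Pearson's r = 0.817, permutation p = 1e-05, and 0.730 without the 2 farthest chromosomes). A GC bias that differed between the libraries may contribute to it.

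Chromosome M was called as a single narrowPeak peak over its whole length, from 1 to 16571, in both replicates. Its fold enrichment was 47.0 in replicate 1, at rank 13 of the list, and 77.0 in replicate 2, at rank 2. The BED lists of both replicates held 0 peaks on chromosome M, whereas the input list held a peak there from 576 to 881. The ratio of replicate 2 to replicate 1 fold was 1.64 on chromosome M. In the strongest region, on chromosome 1, the ratio was 1.41. Among 408 other shared regions with fold enrichment of at least 30 in both replicates, the median ratio was 0.971 and the 95th percentile was 1.18. The highest, 1.347, belonged to the chromosome 13 region named in the report, which thus shared the excess. The other named regions, on chromosomes 11 and 5, had ratios from 1.02 to 1.06. A search of the first 2000000 bp of chromosome 1 in hg38 with the mitochondrial sequence found a match of 5846 bp at 98.5% identity, from 629081 to 634924. The deposited region was 6083 bp wide. The chromosome 11, 13 and 5 regions were not searched for such a match, so their ratios alone do not exclude one there. The builds differ, so whether the chromosome 1 match is the same stretch as the deposited region was not established. Tags of mitochondrial origin that align to a nuclear copy may contribute to this region, and fold enrichment alone would then not mark it as a site of PRCC-TFE3.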
